A study of Homo sapiens with 7 samples.

How the data were processed

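The series holds 7 pools of human PDA cell lines, each with 8 cultures marked with TotalSeq-B antibodies and run together by 10x Chromium 3' single-cell RNA sequencing. Per the labels' protocols, cells were collected after 24 h of drug treatment. In 5 pools, the cultures held both drugs, each drug alone and vehicle for 2 lines. The remaining 2 pools held those arms for 1 line together with cultures of 4 lines at a long combination time point, whose length is not given in the sources used here. The authors deposited raw UMI counts per gene and cell, per the file headers written by Cell Ranger 5.0.1, and the submitters' processing notes name the genome build GRCh38. Feature and barcode lists are of unit other and name the 36601 genes and the cells. The gene lists hold 0 antibody features, and a table of cell metadata named in the series text was not used here, so no cell could be given its arm at 24 h. The arm of a cell was never inferred from its expression.

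Cells with at least 2000 UMIs, at least 1000 detected genes and at most 20% mitochondrial UMIs were kept. Between 46.0% (MIAPACA2 pool) and 86.0% of the barcodes of a pool passed. Cells were assigned only to lines that the label of their pool names. A first, exploratory clustering of each pool was named from markers fixed beforehand and from the match of summed profiles where a line recurs in several pools. It gave fixed panels of up to 150 genes per line and pool, each of them several times higher in that line than in the other lines of the pool. The panels of each pool were drawn from clusters of that same pool, so those of the 2 long pools rest in part on the long cells. The counts of each cell over the panel genes were then fitted as a mixture of line profiles by expectation maximisation (3 rounds of 60 iterations), and a cell was assigned where at least 85% of its RNA came from 1 line. Cells below that were left out, which removes doublets of different lines and droplets rich in free RNA; doublets of the same line stay in. Scrublet, as in scanpy 1.11.5, marked 2.82% of the kept cells of the KP4 and HPAFII pool and 0.13% or less in the other 6 pools, too few to be of use, and removed no cell. SW1990 had no marker and is named by exclusion alone. PATU8988S, MIAPACA2 and S2013 are named by exclusion and by markers at 10 CPM or more (6 of 6, 3 of 5 and 3 of 5). The second population of the CAPAN1 and BXPC3 pool lacks its markers and is unnamed. The panels, the 85% limit and the minimums on UMIs and genes were set after the data had been seen. Several versions of the panels and of the fit were tried, and the last was kept, judged by cell yield and agreement with the clusters and not by any difference between classes. The match of long to 24 h profiles was changed after a first version had been seen. All p-values between classes take this assignment as given. Of 15591 genes tested between classes, 552 are panel genes of the long pools.

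In the PATU8988S and MIAPACA2 pools, the labels give ASPC1, PANC1, PK45H, KP4 and HPAFII the long combination only, so line and pool together give the class. Counts were summed per line and class, adding the PANC1 and PK45H long cells of both pools, which gave 10 sums of 6497096 to 83542365 UMIs from 168 to 3288 cells. The replicate is the line (n = 5), the line is a block because both sums of a pair come from the same line, and each line and class is 1 sum. These sums were compared with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test) in R 4.3.3 with Benjamini-Hochberg adjustment. SEs of log2 changes were taken from the test's F values. Values of single lines, and counts of lines that moved one way, are differences in log2 CPM (with 0.5 added) without TMM scaling. The 25 gene lists, fixed before the data were examined, were tested with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01 and with an estimated one, and with fry.

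For values across cells, each cell was thinned to 3000 UMIs and scaled to log values, and a list score is the mean over its genes. Shallower cells were left out, from 2 (S2013) to 136 (HPAC) per population. Correlations across cells were taken within each of 12 populations and tested over populations by exact sign-flip permutation. Genes detected in at least 5% of cells in at least 6 populations were tested with limma treat against a z of 0.05. PATU8988S includes its own long cells. Exact binomial intervals are at 95%. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used, and DESeq2 1.42.0 for an alternative.

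The tests were tested on simulated data. Counts were drawn for 15591 genes at the real sums' means, library sizes and dispersions. The comparison of sums recovered 71 of 100 genes changed 4-fold and 3 of 100 changed 2-fold, with 2 false calls. With these 200 genes changed, 2-fold changes were mostly missed. Recovery with as many genes changed as passed in the real sums was not tested. In the test of genes coexpressed with the score, 84 and 100 of 100 simulated genes were recovered at slopes of 0.3 and 0.6, with 0 false calls among 6278 genes. Each set had 1 slope, and recovery of genes whose slope differs between populations was not tested.

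Genes are named by a rule fixed beforehand. It takes the 12 largest rises and 12 largest falls past the threshold with a mean log2 CPM of at least 5 and the same direction in 5 lines, leaving out mitochondrial, ribosomal protein and clone-named genes. It also takes up to 4 members per list with the smallest adjusted p, the MAPK output genes, and up to 10 coexpressed genes on each side. Alternatives covered the test, scaling, filters, line block, pools, depth, doublets and each line left out. Those on the 95% own-line limit, DESeq2 on the genes tested with edgeR, free RNA, panel genes, mitochondrial genes, cells of at least 5000 UMIs and the unnamed population were added after the data had been seen, as were those leaving a line out of the test of coexpressed genes.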

Results

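Single-cell RNA was measured in 7 pools of human pancreatic ductal adenocarcinoma (PDA) cell lines, each pool combining 8 antibody-tagged cultures in 1 droplet run. The cultures had received vehicle, trametinib (an inhibitor of the MAPK pathway kinases MEK1 and MEK2), hydroxychloroquine (a drug that blocks the acidification of lysosomes and thereby the last step of autophagy) or both drugs. The labels give 24 h of treatment, and 2 of the pools also held cultures kept on both drugs to an unspecified long time point. In total 47259 barcodes were in the files, between 4422 and 9514 per pool, and total counts per pool ran from 96971234 to 171892145 unique molecular identifiers (UMIs). After filtering, 34448 cells were kept, with a median of 11740 UMIs per cell in the MIAPACA2 pool and between 18245 and 33687 in the others. The tag of each cell was not used here, so the arm of a single cell at 24 h is unknown, and the question of the series at 24 h, each drug against vehicle, was not tested. Each group in the labels is 1 pool.

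Cells were divided among the lines named for their pool. In the 5 pools of 2 lines the split lay between 33.92% and 66.08% of assigned cells, as in the KP4 and HPAFII pool, where 1545 cells (51.31%, exact Clopper-Pearson 95% interval 49.51 to 53.11%) were assigned to KP4 and 1466 to HPAFII. Intervals on these shares cover counting error only. In the PATU8988S pool, 2818 cells were PATU8988S, 415 ASPC1, 130 PK45H and 122 PANC1, so that the 3 lines present there only as long combination cultures made up 11.91%, 3.73% and 3.50% of assigned cells. In the MIAPACA2 pool, 1175 cells were MIAPACA2, 483 PANC1, 439 HPAFII, 231 KP4 and 38 PK45H. In that pool 2006 of 4372 cells (45.9%) held RNA of more than 1 line and were left out, with a median of 3143 UMIs, against 4.8% to 10.7% in the other pools. Because no tag was used, which line a cell belongs to was rebuilt from its expression, and every comparison below rests on that step. The summed profile of each long population correlated across genes with the 24 h profile of its own line at 0.45 to 0.79. With the best other 24 h profile the correlation was 0.09 to 0.32, and genes are not independent replicates. Clusters had been named in part by such a match, so a higher own-line correlation was partly built in. It is no independent check of the assignment. With long profiles of other lines included, the margin was small for KP4, at 0.46 with its own 24 h profile and 0.44 with the long profile of PANC1. After centring within class, an approach chosen after that value was seen, the correlations were 0.64 to 0.83 with the own line and 0.21 to 0.41 with the best other.

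The lines differed in epithelial and mesenchymal genes, given here as CPM, the UMIs of a gene in the summed 24 h counts scaled to a common library total, with no replicate check. The sum of PATU8988S also holds its long combination culture, which cannot be separated. The epithelial genes EPCAM and CLDN7, a cell adhesion protein and a tight junction protein, reached 635.7 and 335.8 CPM in HPAFII and 873.3 and 481.0 CPM in PATU8988S, against 9.8 and 4.0 CPM in KP4. The intermediate filament gene VIM was at 6141.0 CPM in MIAPACA2, 3108.9 CPM in PANC1, 2376.0 CPM in ASPC1 and 2201.7 CPM in KP4, and at 12.5 CPM in PATU8988S. The mean log2 CPM (with 1 added) of the whole mesenchymal list was also lowest in PATU8988S (1.52), and highest in SW1990 (5.82), but its order differed from that of VIM elsewhere, with 2.97 in KP4 and 2.92 in HPAFII, 4.22 in ASPC1 and 4.34 in BXPC3. Among genes of the classical PDA subtype, the mucosal secreted peptide gene TFF1 stood at 340.1 CPM in PATU8988S and at 22.1 CPM or less in the other populations, and REG4 at 453.6 CPM there. Among genes of the basal-like subtype, the keratin gene KRT17 and the calcium-binding protein gene S100A2 were at 3104.6 and 5378.7 CPM in BXPC3, and KRT17 was at 19.4 CPM or less elsewhere. SW1990 and S2013 also held VIM, at 2740.7 and 2340.6 CPM, beside KRT18 at 654.1 and 2725.9 CPM.

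The second population of the CAPAN1 and BXPC3 pool, 3058 cells, is left unnamed. Of 9 CAPAN1 markers set beforehand, 1 reached 10 CPM there (SMAD4, a mediator of TGF-beta signalling, at 19.7 CPM), while TFF1, TFF2, LGALS4 and TSPAN8 lay at 0.1 CPM or less. Its keratin genes KRT8 and KRT19 were at 19.7 and 11.6 CPM, against 702.3 and 2282.8 CPM in the BXPC3 cells of that pool. Its mean MAPK output score, 0.032, was the lowest of the 12 populations, against 0.171 to 0.475 in the others, with DUSP6 at 1.0 CPM and PHLDA1 at 2.8 CPM.

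MAPK output genes were lower in cells kept long on both drugs than in the same lines at 24 h. The comparison joined 5 lines present in both kinds of pool (ASPC1, PANC1, PK45H, KP4 and HPAFII), with 1 sum of counts per line and class; the 24 h sum mixes all 4 arms. Of the 10 genes of the MAPK output list, 7 fell, all of them lower in 5 of 5 lines. DUSP6, a phosphatase that switches off ERK, had the greatest fall of the list, with a log2 change of -4.68 ± 0.28 (SE, n = 5 lines, edgeR adjusted p = 0.00197); it went from 306.4 to 15.5 CPM in HPAFII and from 12.8 to 0.9 CPM in PK45H. ETV5 and ETV4, transcription factors of the ETS family, changed by -3.69 ± 0.40 and -3.32 ± 0.50 on the log2 scale, SPRY4 by -2.44 ± 0.30, DUSP4 by -2.26 ± 0.34 and PHLDA1 by -1.72 ± 0.38, and CCND1, the gene of cyclin D1, was 4.00-fold lower (adjusted p between 0.0116 and 0.0371 for these 6). SPRY2, EPHA2 and EPHA4 did not pass the test, with log2 changes of -0.43, -0.63 and 0.66; EPHA2 is also among the genes by which cells were assigned to lines. The list as a whole was lower (camera adjusted p = 1.45e-06; adjusted p = 0.235 with an estimated correlation), and 7 members fell when adjusted over the list alone. Class and pool are confounded throughout this comparison, and none of the 5 lines had 24 h and long cells in the same pool.

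**Figure D1:**
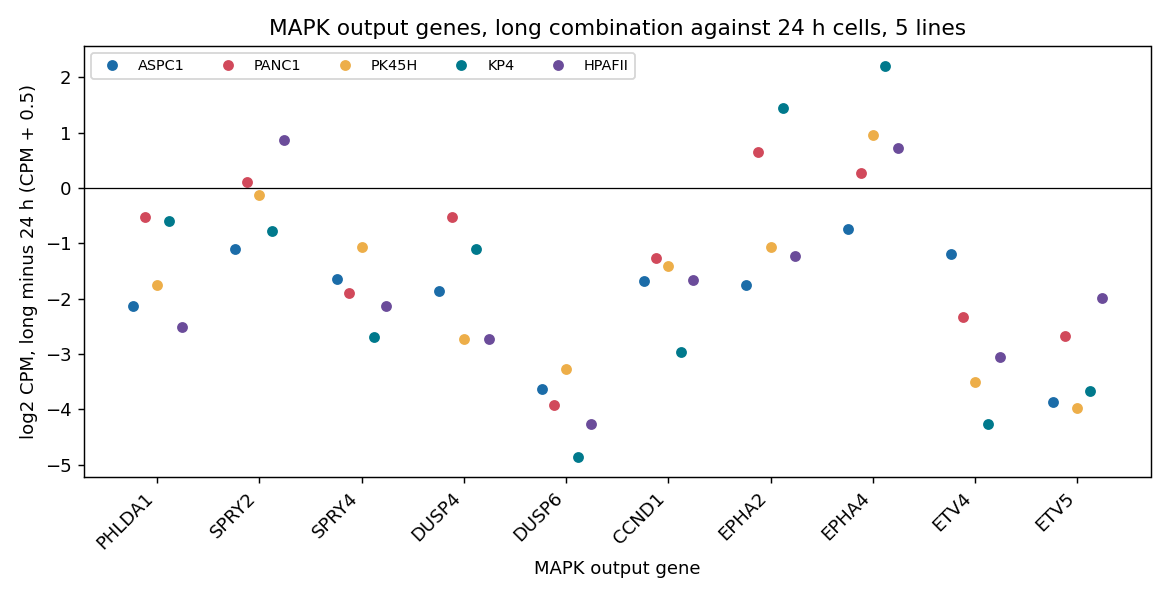
Log2 difference in CPM (with 0.5 added, no TMM scaling), long combination minus 24 h, for the 10 MAPK output genes on the horizontal axis, with 1 point per line. DUSP6, ETV4, ETV5, SPRY4, CCND1, DUSP4 and PHLDA1 lie below 0 in all 5 lines, and SPRY2, EPHA2 and EPHA4 lie on both sides of 0.

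Genes of DNA replication and mitosis fell alongside. Of 22 S phase genes 13 fell and none rose, and 21 fell adjusted over the list alone. Of 21 G2/M genes 8 fell, and 20 adjusted over the list alone. Without HPAFII only 4 of all genes tested fell, and without PK45H 14, so the counts of 13 and 8 do not hold together with either line left out. The camera adjusted p was 3.58e-12 for S phase (adjusted p = 0.355 with an estimated correlation) and 2.47e-10 for G2/M (adjusted p = 0.439 with an estimated correlation). The replicative helicase subunit gene MCM4 changed by -2.49 ± 0.33 on the log2 scale, HELLS by -2.34 ± 0.28, the mitotic kinesin gene KIF11 by -2.97 ± 0.52 and the kinase gene AURKA by -1.65 ± 0.31. The G2/M list differed in size between lines, with a mean log2 change of -4.37 in ASPC1, -3.00 in PK45H and -2.26 in HPAFII, against -0.74 in KP4 and -0.72 in PANC1; this difference between lines was not tested.

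Lysosome and autophagy genes were higher in the long combination cells. Of 24 lysosome genes 11 rose and none fell, and 17 rose adjusted over the list alone (camera adjusted p = 6.05e-12, and adjusted p = 0.235 with an estimated correlation). Without HPAFII only 8 of all genes tested rose, so the count of 11 does not hold with that line left out. LAMP2, a lysosomal membrane protein, rose 2.62-fold (log2 change 1.39 ± 0.15, edgeR adjusted p = 0.0116), and the lysosomal protease gene CTSD 2.74-fold, from 302.3 to 1016.6 CPM in HPAFII and from 334.0 to 1367.6 CPM in PANC1. Of 21 autophagy genes 6 rose, and 10 adjusted over the list alone (camera adjusted p = 7.72e-05; adjusted p = 0.235 with an estimated correlation). Among them were the autophagosome genes GABARAPL1, with a log2 change of 2.13 ± 0.23, and MAP1LC3B, with 1.38 ± 0.23, and the cargo receptor gene SQSTM1, with 1.10 ± 0.16. Of 10 iron genes 4 rose and none fell, with a list adjusted p of 0.0678. They were HMOX1, which degrades haem (8.00-fold), the iron exporter gene SLC40A1, and the ferritin chain genes FTL and FTH1.

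Antigen presentation and interferon response genes were higher too. Of 12 MHC class I genes 8 rose, and 11 adjusted over the list alone (camera adjusted p = 2.59e-10; adjusted p = 0.235 with an estimated correlation), with a mean log2 change between 1.15 and 2.30 in the 5 lines. HLA-B went from 17.7 to 869.5 CPM in ASPC1 and from 686.5 to 3408.2 CPM in PK45H, and B2M, the light chain shared by class I molecules, changed by 2.15 ± 0.26 on the log2 scale. HLA genes resemble each other, so counts can pass between them. Of 20 interferon genes 6 rose, and 8 adjusted over the list alone (camera adjusted p = 9.78e-09; adjusted p = 0.439 with an estimated correlation). The antiviral GTPase gene MX1 rose from 18.8 to 519.5 CPM in KP4, but its level in PK45H went only from 1.0 to 2.9 CPM, and the list's mean log2 change ran from 0.39 in PK45H to 4.98 in KP4. Of 15 inflammatory genes tested 4 rose (camera adjusted p = 2.91e-05; adjusted p = 0.439 with an estimated correlation): CCL2, NFKBIA, ICAM1 and TNFAIP3. CCL2 and ICAM1 are among the genes by which cells were assigned to lines, so their levels in the long sums are not independent of that step.

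Mitochondrially encoded RNA was lower. Of 10 such genes 9 fell, and 10 adjusted over the list alone (camera adjusted p = 1.34e-08, and adjusted p = 0.355 with an estimated correlation). MT-CYB had a log2 change of -2.50 ± 0.43. Without HPAFII only 4 of all genes tested fell, so the count of 9 does not hold there. HPAFII nevertheless had the smallest fall of this list, a mean log2 change of -0.42 against -1.5 to -3.38 in the other lines. Per cell, the median mitochondrial share of UMIs in ASPC1 was 6.75% at 24 h and 0.93% in the long cells; in PK45H it was 5.76% against 0.12% and 0.94% in its 2 long pools, and in HPAFII 6.05% against 4.83%. PATU8988S and MIAPACA2 cells of those same pools had medians of 4.90% and 6.59%. HPAC, a line measured at 24 h only, had a median of 1.69%.

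**Figure D2:**
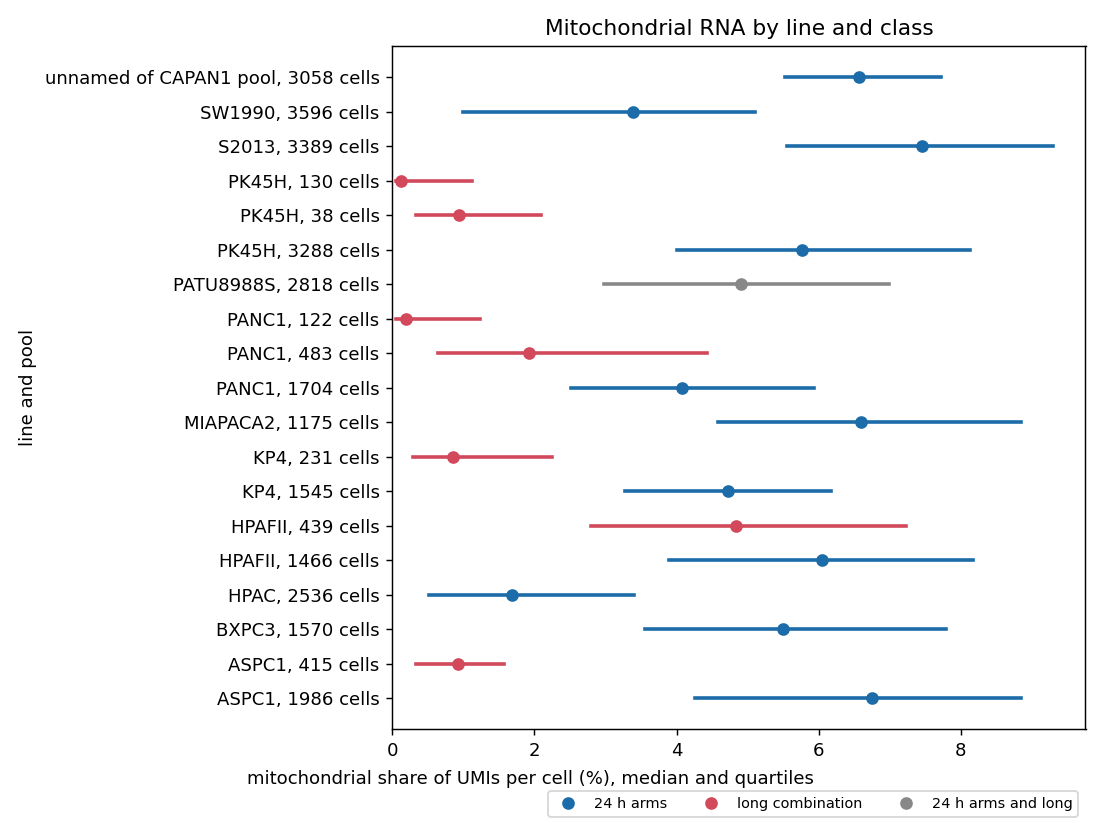
Mitochondrial share of UMIs per cell in percent (horizontal axis) for each line and pool (vertical axis), as median (point) and quartiles (bar), coloured by class. Long combination cells of ASPC1, PK45H, PANC1 and KP4 have medians between 0.12% and 1.92%, below the 24 h cells of the same lines, and those of HPAFII overlap with their 24 h cells.

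Of the other lists, glycolysis was lower (camera adjusted p = 0.00276; adjusted p = 0.439 with an estimated correlation), with GAPDH as the 1 member that fell among 16. The basal-like list was lower (adjusted p = 0.0471; adjusted p = 0.439 with an estimated correlation), with FGFBP1 and the line assignment gene FAM83A falling among 15, and the list of ATF4 stress genes was higher (adjusted p = 0.0426; adjusted p = 0.439 with an estimated correlation), with CEBPB, DDIT3 and SLC3A2 rising among 19. The remaining 13 lists did not pass: cholesterol synthesis (adjusted p = 0.0512), iron and hypoxia (0.0678 each), other cell types (0.12), epithelial and receptor kinases (0.301 each), BCL2 family (0.314), classical PDA (0.333), immediate early (0.75), mesenchymal (0.851), ER stress and heat shock (0.885 each) and YAP targets (0.999). Of the immune, stromal and endothelial marker genes in the other cell types list, 4 of 14 were abundant enough to test and none passed by edgeR (2 had an unadjusted p under 0.05), while 1 rose adjusted over the list alone. The median and the mean of a list differed in sign for ER stress (-0.04 and 0.12, test direction higher) and heat shock (-0.12 and 0.12, test direction lower), and for YAP targets camera and fry gave opposite directions (median 0, mean 0.07). No list passed camera with an estimated correlation, where 4 (MAPK output, lysosome, autophagy and MHC class I) had an unadjusted p under 0.05. By fry, which does not compare a list with other genes, the lists with adjusted p under 0.05 were MAPK output, lysosome, autophagy and MHC class I (0.00482 each), iron (0.0176), S phase (0.0259) and mitochondrial RNA (0.0361).

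**Figure D3:**
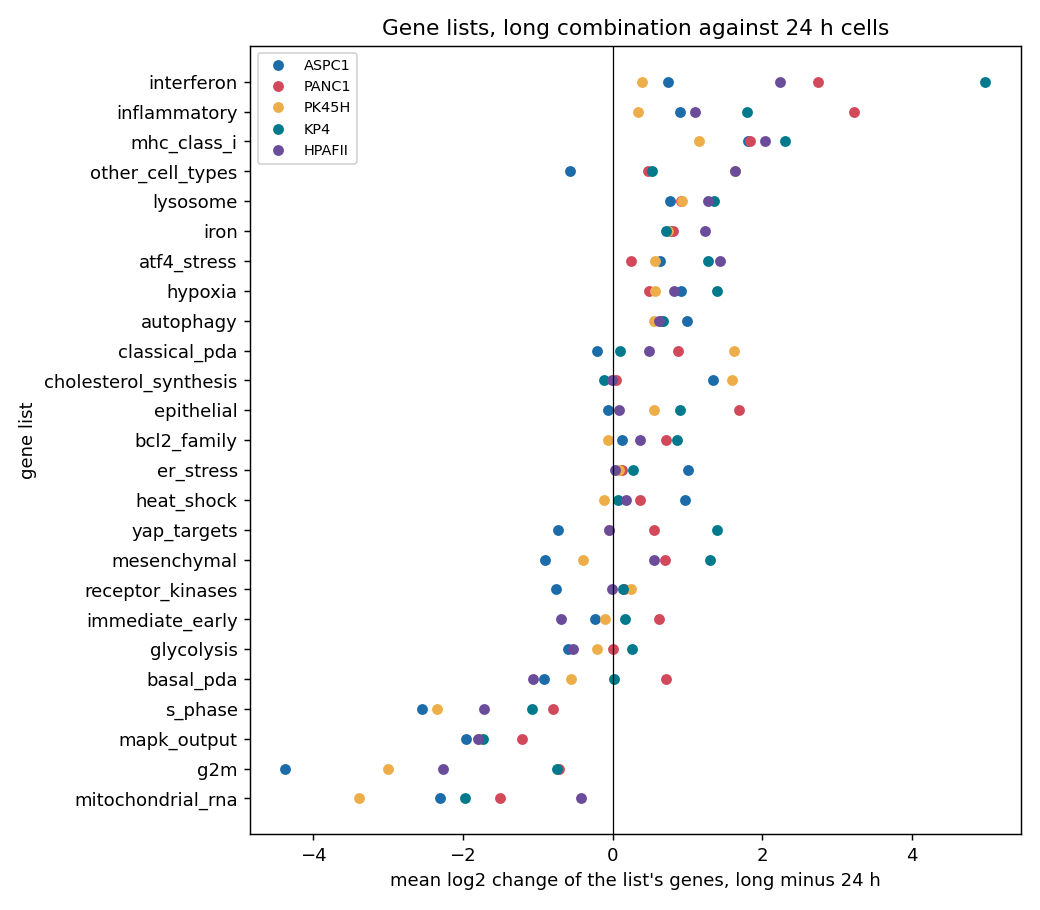
Mean log2 change of each gene list (vertical axis, no TMM scaling), long combination minus 24 h, with 1 point per line. MAPK output, S phase, G2/M and mitochondrial RNA lie below 0 and lysosome, autophagy, MHC class I and interferon above 0 in all 5 lines.

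Across 15591 genes, 560 rose and 747 fell at an adjusted p below 0.05 (edgeR quasi-likelihood test, line as a block). Of these, 549 and 714 moved the same way in all 5 lines. Abundant genes with the largest rises were IFI27 (3.74 ± 0.92 on the log2 scale), HLA-B (3.73 ± 0.45), IFI6, IL32, SOD2 (mitochondrial superoxide dismutase), HMOX1, IGFL2-AS1, C15orf48, AKR1C3, GADD45A, DDIT3 and IFRD1 (2.43 ± 0.30). IFI27 and GADD45A are also line assignment genes. Those with the largest falls were the histone gene HIST1H4C (-3.21 ± 0.32), MYBL2, TK1 (thymidine kinase), AKAP12, NUSAP1, MCM4, PCLAF, ATAD2, HMGA1 (-2.46 ± 0.49), PRC1, CCNB1 (cyclin B1) and ZWINT (-2.34 ± 0.57). The count was lower with any 1 line left out, where fewer sums are in the fit. It was 12 genes without HPAFII, 55 without PK45H, 337 without KP4, 360 without PANC1 and 530 without ASPC1. It was 2 with the line term left out. With 1 line left out, genes with an unadjusted edgeR p under 0.05 numbered 3513 (without PANC1) to 3962 (without HPAFII), against 4374. The drop in the count therefore does not show which line carries the changes. Without HPAFII 8 genes rose and 4 fell, so fewer list members passed there than counted above. Without TMM scaling 1037 rose and 471 fell, a split of 68.8% higher against 42.8% with it, and DESeq2 with its own size factors, on the same genes, gave 54.8% higher.

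Within the 24 h cells, the MAPK output score of a cell went with its cell cycle scores and against its lysosome and antigen presentation scores. The cells of a line are a mix of 4 arms, with its long culture added in PATU8988S, so these values describe how genes vary together across cells and compare no arms. Over the 12 populations, the mean Spearman rho with the immediate early list was 0.217 ± 0.101 (SD, n = 12; higher than 0 in 12 of 12), and with the S phase and G2/M lists 0.192 ± 0.136 and 0.180 ± 0.112 (positive in 11 and 12 of 12). It was -0.159 ± 0.093 with MHC class I, -0.154 ± 0.106 with iron, -0.135 ± 0.096 with autophagy, -0.126 ± 0.111 with interferon and -0.122 ± 0.073 with lysosome (negative in 12, 12, 11, 11 and 12 of 12). By an exact two-sided sign-flip permutation test 14 of the 24 lists passed, with adjusted p = 0.00167 or 0.0032 for the 8 lists above. The other 6 were glycolysis (0.092), heat shock (0.089), mesenchymal (0.082) and receptor kinases (0.073), all with a positive mean rho, and epithelial (-0.114) and cholesterol synthesis (-0.078), with adjusted p from 0.00167 to 0.0268. The 10 lists that did not pass had mean rho between -0.040 and 0.046.

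**Figure D4:**
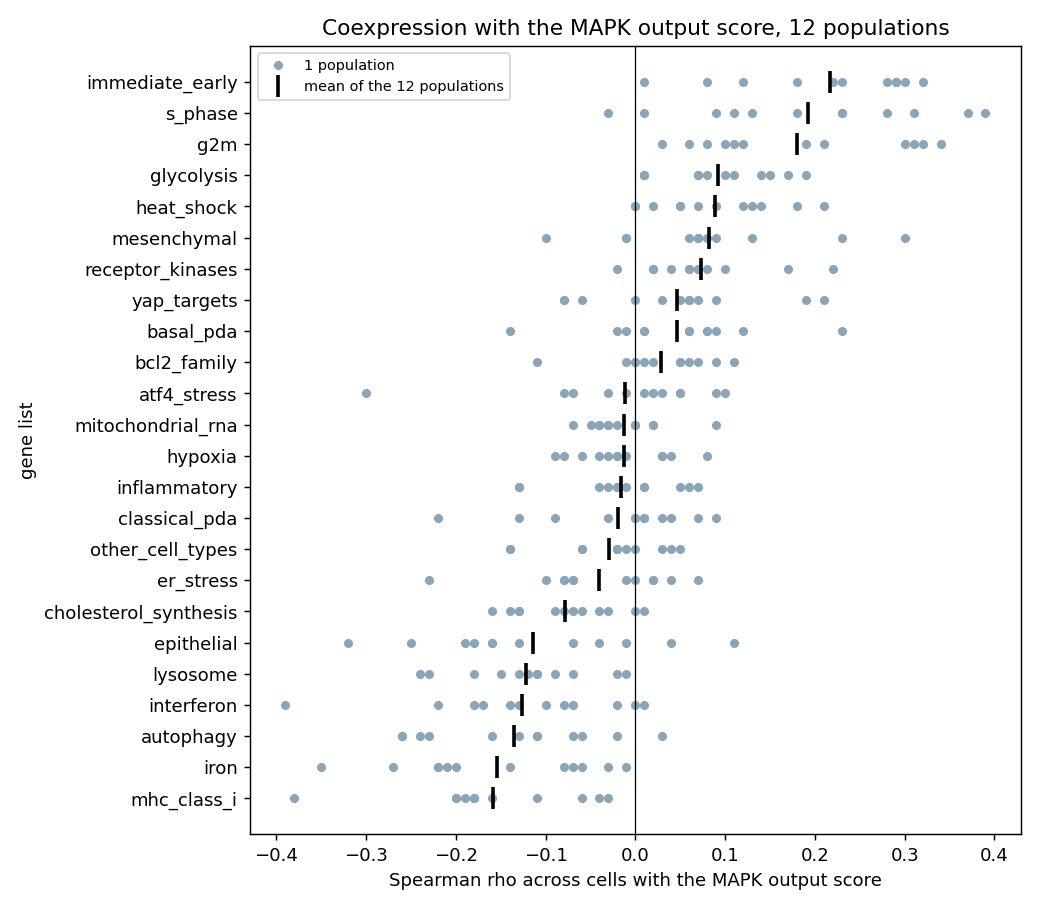
Spearman rho across cells between the MAPK output score and each other list score (horizontal axis) by list (vertical axis), with 1 grey point for each of the 12 populations and a black bar for their mean. Immediate early, S phase and G2/M have the highest means (0.217, 0.192 and 0.180) and MHC class I and iron the lowest (-0.159 and -0.154).

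Gene by gene, 9 of 6284 genes passed the test of a mean correlation beyond 0.05 in Fisher z (limma treat), 8 positive and 1 negative. The positive genes outside the list were HMGA1, a chromatin protein (mean z 0.230 ± 0.033 SE, adjusted p = 0.0213), FOSL1, an AP-1 transcription factor (0.197 ± 0.021), IER3, PA2G4, HNRNPAB, the nucleolar protein gene NCL and DDX21, each positive in 12 of 12 populations. The list member PHLDA1, tested with itself left out of the score, also passed (0.140 ± 0.015, adjusted p = 0.0116). The negative gene was FTL, the ferritin light chain (-0.204 ± 0.029, adjusted p = 0.0213, negative in 11 of 12). The count rests on single populations: it was 50 without the unnamed population, 34 without HPAFII, and 4 without PATU8988S, ASPC1, PK45H or S2013. No negative gene passed without any of these 4, HPAC or SW1990. At 6000 UMIs per cell, where shallower cells drop out and 8519 genes were tested, it was 126.

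The SD of the MAPK output score across cells was lower among the long cells than at 24 h, in a comparison that 5 lines cannot bring past the threshold. The 24 h cells of a line mix 4 arms and the long cells are 1 arm, so a larger SD at 24 h can come from the design alone. On counts thinned to 3000 UMIs, its SD across cells was 0.213 at 24 h and 0.134 in the long cells in HPAFII, and 0.196 against 0.107 in ASPC1. The mean difference was 0.072 ± 0.013 (SD, n = 5), with a larger SD at 24 h in 5 of 5 lines (exact two-sided sign-flip permutation p = 0.0625, the smallest that 5 lines can give). The mean score was lower in the long cells as well (0.461 against 0.133 in HPAFII), and a lower mean score leaves less room for spread.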

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

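The tests of explanations given here (regrouped sums, free RNA, single pools, 24 h cells of the long pools, mitochondrial and nuclear-encoded UMIs, CAPAN1 markers and cell depth) were written down after results bearing on them had been seen. The search for lines that stand apart followed a rule fixed beforehand. Among 26 groups of 5 lines examined, 4 had a line far from the others. The groups share the same 5 lines, and how many would stand out by chance was not tested. ASPC1 stood apart in the mean log2 change of the autophagy list (0.99), the ER stress list (1.01) and the receptor kinase list (-0.76), and HPAFII in the iron list (1.23). Directions of single lines were compared for the lists past the threshold only. Some lines had values against the direction of such a list, a difference that was not tested. The basal-like list changed by 0.71 in PANC1 and 0.02 in KP4, and the glycolysis list by 0.26 in KP4 and 0.01 in PANC1, while both lists were lower in the other 3 lines. Values of single lines lack TMM scaling, and leaving it out shifted all genes by a median of 0.21 log2. The values 0.01 and 0.02 are smaller than that shift and 0.26 is close to it. Only the 0.71 of the basal-like list in PANC1 stands clear of it.

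The first pattern weighed is the number of genes past the threshold between long and 24 h sums, 1307. Of the 16 splits of the 10 sums that part every pair of a line, 1, the real one, gave as many and the highest other gave 0, but these splits are too few for a share under 0.05 (smallest 0.0625). Another 84 splits part 1 or 3 pairs only, so their highest count, 86, cannot be set against the real one. Free RNA from the other cells of the long pools is argued against as the cause of the rises, since it could supply a median share of 0.0469 of the rise over the 560 genes that rose, and a share of 0.5 or more in 15 of them. A difference shared by both long pools that reaches all their cells is argued against by the PATU8988S and MIAPACA2 cells in them. Over the 1307 genes, these stood apart from S2013, BXPC3, HPAC and SW1990 by -0.09 and -0.14 of the median long change, counted in its direction, where those 4 lines gave -0.23 to 0.16 against each other. PATU8988S includes a long culture of its own. Differences of each single pool from every other, the 24 h pools included, stay open. Over genes called without the line, the long cells of PANC1 differed between their 2 pools by 0.44 of their difference from 24 h cells, and those of PK45H by 0.25, but these genes were called over lines of both long pools, which by itself favours low values. Handling shared by the long cultures alone was not tested and goes with the class, and time on the drugs, the mix of arms at 24 h and survival of a subset of cells stay open, untested.

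The second pattern is the lower mitochondrial RNA of the long cells. A low mitochondrial yield of the 2 long pools as a whole is argued against by the PATU8988S and MIAPACA2 cells in them, whose lower median share was 4.9%, although the PATU8988S cells include a long culture of their own. More nuclear-encoded RNA around unaltered mitochondrial RNA is argued against as well in ASPC1, PANC1, PK45H and KP4. Their median mitochondrial UMIs per cell were 0.05 to 0.27 of the 24 h value, not divided by the depth of the pools. PATU8988S and MIAPACA2 cells of the same pools held medians of 1492 and 1246. In HPAFII the ratio was 0.44, beside 0.58 for nuclear-encoded UMIs. A difference in depth between pools could give both, so this line stays undecided. Nuclei without cytoplasm stay open in both pools, as their values go both ways. In the PATU8988S pool, nuclear-encoded UMIs per cell were 1.33 (ASPC1), 2.09 (PANC1) and 2.25 (PK45H) times the 24 h value (1.36, 2.13 and 1.29 when divided by the ratio of the pools' median UMIs over assigned cells), against what nuclei would give, but the nuclear RNA MALAT1 was higher by log2 differences of 0.98, 1.22 and 1.49. The MIAPACA2 pool has the lowest median UMIs over all kept cells, but not over assigned cells. In it the ratios were 1.54 (KP4), 0.66 (PANC1), 0.52 (PK45H) and 0.58 (HPAFII), and 2.22, 1.13, 0.5 and 0.84 when so divided. These depend on the divisor, since medians over all kept cells, mixed ones included, gave 3.66, 1.89, 0.86 and 1.39. There, MALAT1 log2 differences were -0.67, 0.77, 1.92 and 2.21. Over the 5 lines MALAT1 had a log2 change of 0.82 (edgeR adjusted p = 0.204). A biological fall of mitochondrial RNA under long treatment stays open beside it, untested.

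The third pattern is the absence of CAPAN1 markers from the second population of its pool. Loss of the markers under the drugs is argued against. The labels give the pool a vehicle arm, but 0.1% of the cells held 3 or more UMIs of the 8 markers other than SMAD4. The share was 51.91% in BXPC3 cells, with AGR2 at 159.8 CPM and the other markers at 9.2 CPM or less. That share thus rests mainly on AGR2 and does not show how readily the whole set is detected. Shallow cells are argued against by a median UMI count 1.38 times that of the BXPC3 cells. A mislabelled or different culture was not tested and stays open, and no biological explanation was tested.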

How the results depend on the processing

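Alternatives concerning the 95% own-line limit, free RNA, panel genes, mitochondrial genes, deeper cells, DESeq2 on the same genes, the unnamed population and lines left out of the coexpressed gene test were chosen after the data were seen; the others were chosen before. The comparison of drug arms with vehicle, with its DESeq2, block and leave-one-out alternatives, was not run. Against 1307 genes between classes (560 risen, 747 fallen), DESeq2 gave 3172 (1748 and 1424) over 28576 genes, with no low-count filter, and 3078 (1687 and 1391) over the same 15591 genes as edgeR, of which 1305 were shared; edgeR with no low-count filter gave 2005 (1240 fallen), no TMM scaling 1037 risen and 471 fallen with a shift of all genes by a median of 0.21 log2, and long cells of PANC1 and PK45H from the MIAPACA2 pool alone 859 (367 and 492); the cause was not tested. Without the replicate block by line 2 genes passed (1 and 1), as differences between lines then count as error. Leaving out 1 line each gave 12 to 530 genes (8 to 291 risen, 4 to 239 fallen), with fewer sums in the fit. The counts stayed within 1.5 times under the other settings, with 1025 genes with free RNA subtracted, 1017 of them shared, and 1411 with panel genes left out. Of the 12 lists past the threshold, 0 passed with an estimated correlation (0 higher, 0 lower), where the correlation widens the error; leaving out 1 line gave 11 to 15 lists (6 to 10 higher, 5 to 6 lower). Single values that turned direction were CD68 without ASPC1 (0.11; lowest -1.25 without KP4), LGALS4 (-0.3), TSPAN8 (-1.17) and the classical list (-0.28) with free RNA subtracted, the immediate early list without the replicate block (-0.05) and without HPAFII (0; lowest -0.78 without PANC1), the mesenchymal (0.28), YAP (0.21) and heat shock (0.09) lists without TMM scaling, the ER stress list without ASPC1 (-0.2; highest 0.04 without PANC1), the mesenchymal list without KP4 (-0.26) and PANC1 (0.11; highest 0.45 without ASPC1), the YAP list without KP4 (-0.17), PANC1 (0.02) and PK45H (-0.08; highest 0.19 without ASPC1) and at the 95% own-line limit (-0.04), and heat shock without HPAFII (-0.04), KP4 (-0.13) and PK45H (-0.12; lowest -0.2 without ASPC1); the cause was not tested. The values for lists are medians, while the direction is that of the test. Single values that became weaker, those across cells included, were more frequent. They numbered 79 without HPAFII, 72 without PK45H and 83 without the replicate block, while 102, 114 and 64 stayed the same.

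Across cells, 12 to 15 lists passed under every alternative (14 as reported). Mean correlations that turned sign were hypoxia (0.004) and mitochondrial RNA (0.001) given the cell cycle scores and ATF4 stress without PANC1 (0.015; lowest -0.022 without PATU8988S). Against 9 coexpressed genes (8 positive, 1 negative), 6000 UMIs per cell gave 126 (104 and 22) over 8519 genes in place of 6284, a test against a z of 0 gave 2222 (1664 and 558), leaving out PATU8988S 4 (4 and 0) and leaving out the unnamed population 50 (42 and 8); leaving out 1 population each gave 4 to 50 (4 to 42 positive, 0 to 8 negative). The difference in score SD stayed between 0.067 and 0.075. With mixed cells kept, line shares moved beyond their interval to 51.93% for ASPC1 and 48.07% for PANC1 in their pool, to 79.14% for PATU8988S and 4.65% for PK45H in the PATU8988S pool, and to 46.98% for MIAPACA2, 13.08% for KP4, 2.22% for PK45H, 23.28% for PANC1 and 14.43% for HPAFII in the MIAPACA2 pool. The MIAPACA2 pool had the lowest median over all kept cells, 11740 UMIs, and its PK45H long cells number 38. Over assigned cells its median was 19388 UMIs. That was above 17789 in the HPAC and SW1990 pool and 18659 in the PK45H and S2013 pool.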

Other observations

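Several genes set the unnamed population apart from the other 11, chosen after their values were seen. IRS4, an adaptor of insulin signalling, was at 111.9 CPM against at most 1.1 CPM elsewhere, UCHL1, a neuronal deubiquitinase, at 200.2 against 7.2 CPM, and the X-linked genes BEX4 and BEX2 at 178.2 and 222.3 against 8.9 and 51.3 CPM. PARP1 was at 1153.4 CPM against 222.6 CPM in MIAPACA2, and CKB, the brain-type creatine kinase, at 1217.5 against 285.5 CPM in PANC1. Of the 12 populations it had the lowest share of cells with any MAPK output UMI at 3000 UMIs, 19.7%, against 61.4% to 97.3% in the others.

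In lists that did not pass as a whole, some members passed singly, beside the iron genes. Higher in 5 of 5 lines of the long cells were ATF3 in the immediate early list (log2 change 3.06 ± 0.42, edgeR adjusted p = 0.0186), DNAJB9 (2.19 ± 0.32, adjusted p = 0.0191) and HERPUD1 (1.02 ± 0.22, adjusted p = 0.0358) in the ER stress list, EGLN3 in the hypoxia list (2.55 ± 0.53, adjusted p = 0.033) and HRK, a BH3-only gene of the BCL2 family (1.91 ± 0.37, adjusted p = 0.028). STARD4 (1.32) and SC5D (0.94) of cholesterol synthesis, CLDN7 (1.01) of the epithelial list, GADD45A (2.45) of the YAP targets and HSPB1 (1.03) of the heat shock list were also higher in 5 of 5 lines, with adjusted p between 0.0293 and 0.0493. Lower were SPRED1 in the immediate early list (-1.31 ± 0.30, adjusted p = 0.0408), CA9 in the hypoxia list (-2.44 ± 0.39, adjusted p = 0.0211) and HSPD1 in the heat shock list (-1.02 ± 0.16, adjusted p = 0.0208), in 5 of 5 lines, and NT5E of the YAP targets (-1.36 ± 0.32, adjusted p = 0.0444), in 4 of 5. HRK, GADD45A and CA9 are line assignment genes. HRK was at 0.1 CPM in both classes in ASPC1, and CA9 went from 0.1 to 0 CPM in KP4 and PK45H. At such levels the direction in these lines carries little weight.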
